A study of Bifidobacterium adolescentis with 8 samples.

How the data were processed

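The intensity values were the processed signals in the authors' scanner files, of which those of 7 of the 8 samples were used here. Per the file headers, Agilent Feature Extraction 11.5.1.1 had applied spatial detrending, background subtraction and multiplicative detrending, had replaced dim spots by surrogate values and had marked outlier spots. The log2 values of all 8 samples came from the authors' processed table, which the authors had centred near the median of each array. Per the labels, total RNA was extracted with a Qiagen kit and labelled by Agilent Quick-Amp labelling with an oligo-dT T7 primer, which gave Cy3 cRNA. Sample groups were taken from the labels. The scanner file of the second purified CMOS culture was not used here.

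The tests, the lists, the rule for the genes named and most alternatives were chosen before the data were examined. Spots marked as outliers (82 to 206 of 14931 gene spots per array) were left out. The log2 processed signal minus the array's 75th percentile over non-control spots was averaged over the 9 spots of each probe. A probe was detected on an array when more than 0.5 of its unmarked spots were well above background by the scanner's own flag. A gene was tested in a comparison when it was detected on every array of at least 1 of the 2 groups.

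The 4 groups were fitted in 1 linear model with limma (lmFit and eBayes, without trend and not robust), with 3 residual degrees of freedom. The prior added 8.86 degrees of freedom for galactose against glucose. Adjusted p values are Benjamini-Hochberg values over the genes tested in each comparison, and a gene was called at an adjusted p under 0.05. SE is the standard error of a log2 difference from this fit, and ± gives the SD between the replicate samples of a group. Where a called gene was not well above background in 1 group, the difference was given as a bound. The bound sets the mean of the bright group against the dim group, with each dim array put at its lowest signal of a detected gene or at the gene's own signal, whichever was higher. Calls with a bound at or below 0 had no resolved direction.

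For comparisons with purified CMOS, the plan was to use the authors' processed table if differences between arrays in it had an r of at least 0.9 with those of the scanner values. This was read as a demand on all 21 pairs of arrays. Of these, 12 met it and 9 did not (r from 0.354 to 0.986), so the scanner values were kept, with 1 purified CMOS array. All 6 pairs that include the purified CMOS array met the demand (0.918 to 0.986), and the result from the authors' table is therefore given beside those comparisons.

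The genes named are the 5 highest and 5 lowest log2 differences in each comparison among called genes whose replicate values did not overlap between the groups. To these were added all members of the mannan and galactose lists and the 5 loci on each side of the mannanase gene. Lists were matched by words in the gene descriptions: mannan and mannose, galactose pathway, glycoside hydrolases, sugar transport, LacI regulators, bifid shunt and glycolysis, ribosomal proteins, and chaperones and stress. They were tested with camera at a preset correlation of 0.01, and with fry and an estimated correlation as checks, adjusted over all lists and comparisons. Results were recomputed under 5 scalings: the 75th percentile, the median, quantile normalisation, normexp correction (offset 50) with quantile normalisation, and the 75th percentile over the genes detected on all arrays. Other alternatives were the authors' table, other filters on dim probes, a fit of only the 2 groups compared, a robust fit with trend, the replicate number as a block, outlier spots kept, and each replicate left out in turn.

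In a simulation with known changes in 41 to 200 genes per comparison, the limma fit recovered 95.5% to 100% of changes of log2 size 1. Of the calls, 2.4% to 6.5% were false. The simulated values were already scaled and filtered, with normal noise of the size the fit had found. Scaling, the filter on dim probes, the background floor and the bounds were not part of it. The share of false calls therefore leaves out errors from these steps. The orientation of each probe, not stated in the files, was inferred from the codon usage of its 60 bases in 6 reading frames. This gave 723 forward probes, whose sequence reads as coding, 586 reverse probes, whose complement does, and 350 left open, and in simulated probes 98.8% of the confident inferences were right. The strand of the labelled product at each probe could not be settled here. Whether a reverse probe reports the transcript of its own gene therefore stays open, for every gene with such a probe. Permutations used 10000 draws and a fixed seed. R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.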

Results

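Transcript levels of Bifidobacterium adolescentis, an anaerobic bacterium of the human gut, were measured on a custom 1-colour Agilent array while the cells used 1 of 4 carbon sources. These were glucose, galactose, a mixture of copra β-mannooligosaccharides (mixed CMOS), and oligosaccharides of that origin purified by gel filtration (purified CMOS). Copra is dried coconut kernel, and β-mannooligosaccharides are short chains of mannose units released from its mannan. The sugar made up 0.5% (w/v) of a minimal medium, and cells were collected in late log phase, near an OD600 of 0.8, after 36 h at 37 °C. There were 2 samples per group, numbered as replicates in their titles, and 8 samples in all. Each is called a culture here. The titles do not say whether the replicates were grown apart. If they were not, the SD, SE and p values leave out the variation between cultures. Scanner values of 7 arrays were used, and the second purified CMOS culture entered only through the authors' processed values. The array carried 1 probe of 60 bases per gene, printed in 9 spots, and 14931 gene spots in all. All arrays were on 1 slide. Glucose and galactose arrays were read in 1 scan, and the arrays of mixed CMOS and of purified CMOS each in a scan of their own, so scan and group cannot be told apart wherever a CMOS group is compared. The small number of arrays limits the precision of every value.

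The share of genes with signal above background differed widely between the groups. A gene was taken as detected on an array when more than 0.5 of its usable spots were well above background. On the glucose arrays 188 and 162 genes were detected, on the galactose arrays 150 and 153, on the mixed CMOS arrays 1328 and 1050, and on the purified CMOS array 608. These counts spanned 9.04% to 80.05% of the genes. On all 7 arrays 85 genes were detected, and 303 were detected on none. The 75th percentile of the gene spots lay at a processed signal of 1.79 to 3.10 on the glucose and galactose arrays, below the lowest signal of a detected gene on those arrays (3.95 to 5.03). It lay at 21.3 and 17.3 on the mixed CMOS arrays and at 9.87 on the purified CMOS array. No gene spot was saturated. The brightest spike-in control probe, which reports RNA added from outside the culture, had a signal of 15985 to 50798 on the glucose and galactose arrays, 7196 and 5456 on the mixed CMOS arrays and 786.8 on the purified CMOS array.

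**Figure D1:**
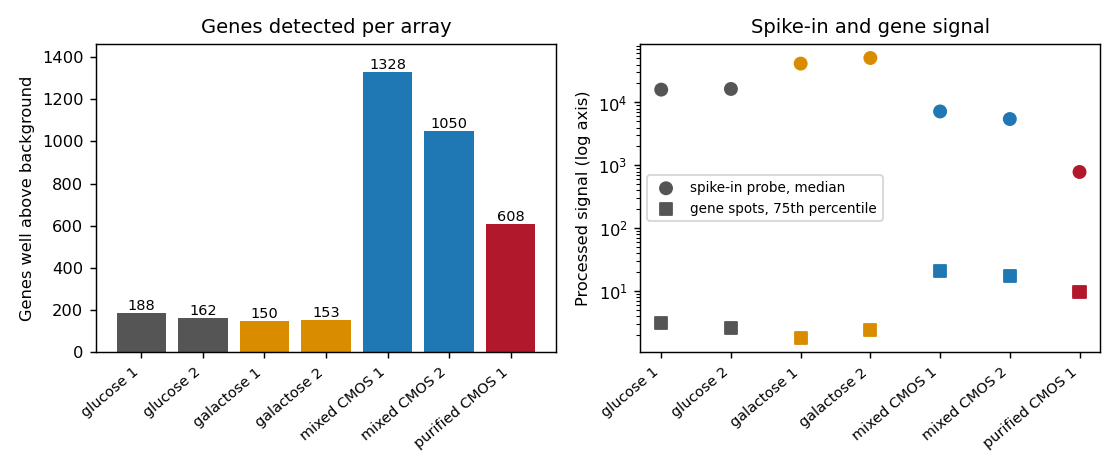
Left, number of genes well above background on each of the 7 arrays (bars, one per array); right, processed signal on a log axis of the brightest spike-in probe (circles) and of the 75th percentile of gene spots (squares) on the same arrays, coloured by group. The glucose and galactose arrays show 150 to 188 genes and the CMOS arrays 608 to 1328, while the spike-in signal runs the other way.

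Replicate samples lay close together. Over the genes detected on both arrays of a group, the log2 difference between replicates had an SD of 0.21 for glucose (154 genes), 0.24 for galactose (142 genes) and 0.11 for mixed CMOS (1050 genes), with Pearson's r across genes of 0.985, 0.981 and 0.998. Genes are not independent replicates, so r only describes the arrays. In the authors' processed values the 2 purified CMOS cultures differed with an SD of 0.13 over 608 genes.

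Galactose was set against glucose to ask which genes depend on the monosaccharide; both groups were in the same scan. Of 203 genes tested, limma called 167 at an adjusted p under 0.05, 101 of them higher and 66 lower on galactose, and 114 had an absolute log2 difference of at least 1. Of the calls, 66 were measured on every array of both groups (52 higher, 14 lower) and 10 on only some arrays of 1 group. Another 80 were not well above background in 1 of the groups and had a bound on the difference (39 higher, 41 lower), and 11 had no resolved direction. The filter on dim probes moved this count most: without it 759 of all genes on the array were called, and with the demand that every array of both groups detect the gene, 67 of 93. The share of calls that were higher, 60.5%, was 49.7% after normexp correction with quantile normalisation, 50% after quantile normalisation alone and 47.3% when the arrays were scaled on the genes detected on all arrays. Under all 5 scalings, 77 genes kept a higher and 55 a lower call, and 129 of these were called the same way in the authors' processed values. Those values come from the same spots and are centred near the median, and median centring was 1 of the 5 scalings. Such a match, here and for mixed CMOS, is therefore not separate support.

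Among genes measured on all 4 of these arrays, the largest rise was that of BAD_RS06825 and the largest fall that of BAD_RS06215, with log2 differences of 3.53 and -3.37. The 5 highest differences by the fitted value were those of BAD_RS06820, BAD_RS06830, BAD_RS06835, BAD_RS08375 and BAD_RS02150. BAD_RS08375, annotated as the ATP-binding protein UgpC of a glycerol 3-phosphate transporter (2025283 to 2026410 on the chromosome), rose by a log2 difference of 4.45 (SE 0.153) and was well above background on 1 of the 2 glucose arrays. BAD_RS02150, annotated as lactaldehyde reductase, was at least 4.71-fold higher on galactose. The 5 lowest by the fitted value were detected on both glucose arrays and on neither galactose array, so their differences are bounds. The hypothetical protein BAD_RS06715 was at least 20.6-fold and the metallopeptidase BAD_RS03525 at least 22.4-fold higher on glucose. The bounds of the SIR2 family protein BAD_RS07220, the polyprenyl synthetase BAD_RS05405 and the DUF3043 protein BAD_RS05055 were at least 7.79-fold, 7.46-fold and 6.30-fold. These genes kept their calls under all 5 scalings. A rank by bounds would differ from that by the fitted value. BAD_RS00975, not chosen by the fitted value, was at least 7.88-fold higher on glucose. BAD_RS00140 and BAD_RS00505, also not chosen, were at least 8.36-fold and 7.48-fold higher on galactose. The size of a bound, here and in the other comparisons, is that under the 75th percentile scaling. Of 62 bounds of named genes, 16 were over 1.5 times lower and 4 over 1.5 times higher when scaled on the genes detected on all arrays, 24 and 0 with quantile normalisation, 15 and 18 with median centring, and 56 and 0 with normexp and quantile normalisation, and under these 6, 4, 2 and 7 were no longer above 0.

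Mixed CMOS was set against each monosaccharide to ask which genes respond to the oligosaccharide mixture. Against glucose, 727 of 1071 genes were called (484 higher, 243 lower), 439 of them with an absolute log2 difference of at least 1. The calls measured on every array of both groups numbered 118 (62 higher, 56 lower), 49 were measured on some arrays of 1 group, 202 had a bound (194 higher, 8 lower), and 358 had no resolved direction because glucose left them at background. Against galactose, 713 of 1058 genes were called (386 higher, 327 lower), 309 of them at an absolute log2 difference of at least 1. Here 112 were measured throughout (64 higher, 48 lower), 21 on some arrays of 1 group, 100 had a bound (97 higher, 3 lower) and 480 had no resolved direction. The direction of the whole set rested on the scaling. Against glucose 66.6% of the calls were higher, against 78.1% with median centring, 77% in the authors' processed values and 21.4% when scaled on the genes detected on all arrays. Against galactose the share was 54.1%, against 73.7% with normexp and quantile normalisation, 75% with quantile normalisation, 84.1% with median centring, 85.5% in the authors' processed values and 24.7% when scaled on the genes detected on all arrays. Under all 5 scalings 105 genes stayed higher and 86 lower against glucose, and 83 higher and 48 lower against galactose, of which 188 and 127 were called the same way in the authors' processed values.

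Against glucose, the highest measured differences of mixed CMOS were a log2 difference of 4.50 (SE 0.189) for BAD_RS05825, a pyridoxamine 5'-phosphate oxidase family protein (1360877 to 1361281), and of 3.88 (SE 0.183) for BAD_RS04365, the RNA polymerase-binding protein RbpA. The ECF transporter component BAD_RS05140, the LacI family regulator BAD_RS08335 and the regulator BAD_RS05460 were at least 6.03-fold, 9.07-fold and 15.6-fold higher on mixed CMOS, or at least 2.80-fold, 4.21-fold and 7.26-fold when scaled on the genes detected on all arrays. At the other end, the excinuclease subunit UvrA, BAD_RS04495 (1048958 to 1051945), stood at a log2 difference of -6.22 (SE 0.193). BAD_RS03525, BAD_RS06715 and BAD_RS05405, bright on glucose, were detected on 1 of the 2 mixed CMOS arrays and stood at -7.71, -7.18 and -6.08, and BAD_RS07220 was at least 69.5-fold higher on glucose. Against galactose, the hypothetical proteins BAD_RS03330 and BAD_RS01260 were at least 7.23-fold and 2.92-fold higher on mixed CMOS, BAD_RS08335 and BAD_RS05140 at least 6.15-fold and 4.09-fold, and the ketol-acid reductoisomerase BAD_RS00430 at least 4.86-fold. The lowest differences were those of the 4 genes from BAD_RS06820 to BAD_RS06835, given with that locus, and of the oxidoreductase BAD_RS05000 (1161243 to 1162037), at -6.44 (SE 0.191). All of these passed limma's test in the same direction under every scaling and with either replicate left out.

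Purified CMOS was compared with the monosaccharides to ask which genes respond to the purified oligosaccharides, and with mixed CMOS to ask how the preparations differ. In the scanner values these comparisons rest on 1 purified CMOS array, assumed to vary as much as the arrays of the other groups. Against glucose, 495 of 641 genes were called (389 higher, 106 lower), 368 at an absolute log2 difference of at least 1. With both purified CMOS cultures in the authors' processed values, 553 were called (492 higher, 61 lower). Calls measured throughout numbered 91 (49 higher, 42 lower), partly measured calls 26, bounded calls 230 (197 higher, 33 lower) and unresolved calls 148. Against galactose, 408 of 616 genes were called (324 higher, 84 lower), 298 at an absolute log2 difference of at least 1, and 533 (503 higher, 30 lower) in the authors' processed values. Of the 408, 104 were measured throughout (56 higher, 48 lower), 10 partly, 149 had a bound (141 higher, 8 lower) and 145 no resolved direction. Against mixed CMOS, 884 of 1099 genes were called (311 higher, 573 lower), 695 at an absolute log2 difference of at least 1, and 805 (441 higher, 364 lower) in the authors' processed values. Of the 884, 397 were measured throughout (262 higher, 135 lower), 27 partly, 261 had a bound (22 higher, 239 lower) and 199 no resolved direction.

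**Figure D2:**
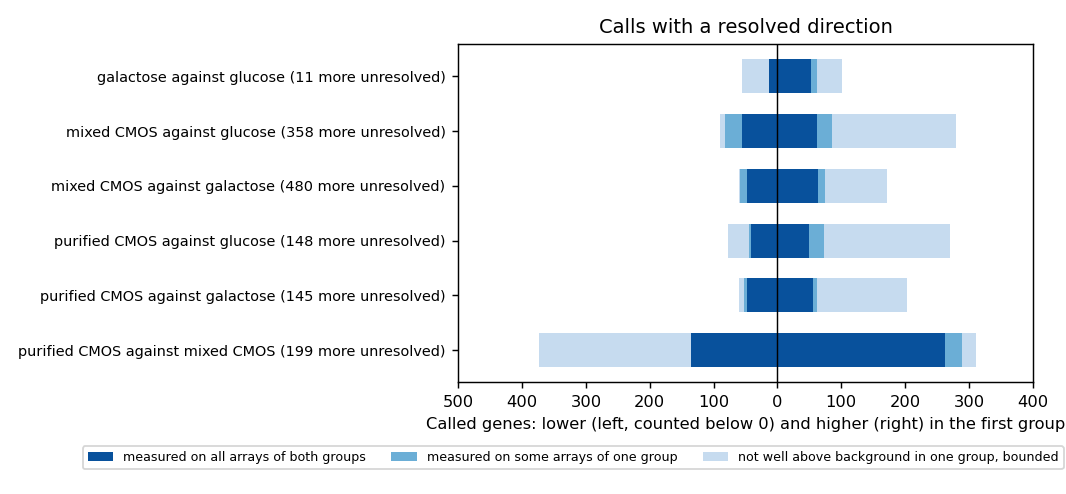
Number of genes called by limma in each of the 6 comparisons that had a resolved direction, to the right when higher and to the left when lower in the group named first, split by whether both groups were measured (dark), 1 group was measured on some arrays (middle) or 1 group gave only a bound (light). The numbers beside the names are further calls with no resolved direction, from 11 for galactose against glucose to 480 for mixed CMOS against galactose; the balance of higher and lower calls changed with the scaling.

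The balance of higher and lower calls on purified CMOS also moved with the scaling, and with the filter on dim probes: without it, 27.7% of the calls were higher against glucose (398 higher, 1038 lower) and 23.6% against galactose (335 higher, 1084 lower). The share of higher calls was 78.6% against glucose, and 67.4% with normexp and quantile normalisation, 67.9% with quantile normalisation, 91.3% with median centring, 89.0% in the authors' processed values and 65.5% when scaled on the genes detected on all arrays. Against galactose it was 79.4%, and 68.8%, 68.9%, 95.8% and 94.4% under the first 4 of these settings. Against mixed CMOS it was 35.2%, and 48.9% with normexp and quantile normalisation, 44.7% with quantile normalisation and 49.0% when scaled on the genes detected on all arrays. The majority was higher with median centring (54.8%) and in the authors' processed values (54.8%). The genes that kept their direction under all 5 scalings were 131 higher and 52 lower against glucose, 87 higher and 24 lower against galactose, and 169 higher and 124 lower against mixed CMOS. Of these, 182, 110 and 277 were called the same way in the authors' processed values.

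Against glucose, purified CMOS gave the regulator BAD_RS05460, the translation inhibitor RaiA BAD_RS05445, the formate C-acetyltransferase BAD_RS05300 (1228494 to 1230869), the ROK family protein BAD_RS05115 and the glycoside hydrolase BAD_RS06820 levels at least 125-fold, 55.3-fold, 27.1-fold, 30.0-fold and 32.2-fold higher. With quantile normalisation these bounds were at least 51.3-fold, 23.6-fold, 11.9-fold, 14.2-fold and 16.4-fold. With normexp correction as well they were 8.4-fold, 4.71-fold, 2.99-fold, 3.31-fold and 3.58-fold, so their size depends on the scaling. The genes detected on glucose but not on purified CMOS included BAD_RS07220, BAD_RS05405 and BAD_RS06715, at least 35.5-fold, 33.95-fold and 93.6-fold higher on glucose. The pilus assembly protein BAD_RS00710 and the anthranilate synthase BAD_RS04205 were at least 27.1-fold and 14.8-fold higher on glucose. Against galactose, the 5 genes taken at the upper end were the glutamyl-Q tRNA(Asp) synthetase BAD_RS07760, BAD_RS05115, the L-lactate dehydrogenase BAD_RS05920 and the sigma factor BAD_RS05395, at least 30.8-fold, 20.3-fold, 6.88-fold and 5.83-fold higher on purified CMOS, and BAD_RS05460 at a log2 difference of 4.57 (SE 0.212). At the lower end were the sodium/proline symporter BAD_RS00140, BAD_RS00710, the NAD kinase BAD_RS01950 and the ammonium transporter BAD_RS00610, at least 25.8-fold, 16.2-fold, 20.4-fold and 6.47-fold higher on galactose, and the nuclease family protein BAD_RS08475, at -4.48 (SE 0.254). The authors' processed values of both cultures gave each of these genes a call in the same direction.

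Between the preparations, the hypothetical protein BAD_RS00125 and BAD_RS07760 were at least 639-fold and 280-fold higher on purified than on mixed CMOS, bounds that were 213-fold and 112-fold with quantile normalisation and 8.17-fold and 4.96-fold with normexp as well. The response regulator BAD_RS08380, detected on 1 of the 2 mixed CMOS arrays, differed by 8.06 on the log2 scale (SE 0.234). The β-galactosidase BAD_RS07400 (1766292 to 1768547) had a level of 0.41 ± 0.22 (SD, n = 2) on mixed CMOS and 7.42 on purified CMOS, a log2 difference of 7.01 (SE 0.233), and 7.68 with both purified cultures in the authors' processed values. Lower on purified CMOS were BAD_RS03330, BAD_RS01260, the imidazole glycerol phosphate synthase subunit BAD_RS04195, BAD_RS00610 and the permease family protein BAD_RS03215, which were at least 32.9-fold, 13.3-fold, 12.8-fold, 11.7-fold and 14.5-fold higher on mixed CMOS. In this comparison reverse probes, whose sequence reads as coding only on its complement, stood 0.53 higher on the log2 scale, on average, than forward probes, which read as coding themselves. BAD_RS07400 and BAD_RS01260 have reverse probes and the other genes named here forward probes.

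The 4 adjacent genes BAD_RS06820 to BAD_RS06835 were bright on galactose and purified CMOS and dim on glucose and mixed CMOS. They encode a glycoside hydrolase family 1 protein (1605189 to 1606364), a carbohydrate ABC transporter permease (1606376 to 1607254), a sugar ABC transporter permease (1607256 to 1608173) and an extracellular solute-binding protein (1608178 to 1609476), by the positions in the array files. On galactose the level of BAD_RS06820 was 6.43 ± 0.25 (SD, n = 2) log2 units above the array's 75th percentile, at least 59.6-fold above glucose. With normexp correction and quantile normalisation this bound was 7.94-fold. BAD_RS06825, the only member detected on glucose, rose from 2.32 to 5.86, a difference of 3.53 (SE 0.155, limma adjusted p = 6.19e-10). BAD_RS06830 and BAD_RS06835 were at least 35.7-fold and 17.4-fold higher on galactose. Purified CMOS was above glucose by at least 32.2-fold, a log2 difference of 2.27 (SE 0.209), at least 29.6-fold and at least 7.86-fold in the same order; BAD_RS06820 was also called higher in the authors' processed values of both purified cultures. Against galactose, purified CMOS was lower by log2 differences of -0.89, -1.26, -0.27 and -1.15, and the third of these (SE 0.224) did not pass limma's test. The direction of these falls rested on the scaling. In this comparison the median of all genes shifted by 1.35 with median centring and by 1.29 in the authors' processed values. It shifted by -0.05 when scaled on the genes detected on all arrays.

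On mixed CMOS the same locus lay far below both of those groups. The differences of mixed CMOS from galactose were -6.76, -6.83, -7.28 and -6.38 for BAD_RS06820, BAD_RS06825, BAD_RS06830 and BAD_RS06835, each with an SE of 0.185 to 0.192, and BAD_RS06835 was detected on 1 of the 2 mixed CMOS arrays. Purified minus mixed CMOS gave 5.87, 5.57, 7.01 and 5.24 (SE 0.23 to 0.238); for BAD_RS06830 the authors' processed values of both purified cultures gave 7.77. BAD_RS06825 was lower on mixed CMOS than on glucose by a log2 difference of -3.30 (SE 0.186). The neighbouring recombinase family gene BAD_RS06810 (1602318 to 1602875), singled out after its values were seen, was measured in all groups and was also low on mixed CMOS, with a purified minus mixed difference of 5.76. The nuclease family gene BAD_RS06815 (1603384 to 1604364), between BAD_RS06810 and the locus, went the other way. It was at least 3.72-fold higher on mixed than on purified CMOS. The LacI family regulator gene on the other side, BAD_RS06840 (1609583 to 1610719), was detected on 1 mixed CMOS array only. The probes of BAD_RS06820, BAD_RS06825 and BAD_RS06835 were inferred to be reverse, and that of BAD_RS06830 was left open. Whether the reverse probes report the transcripts of these genes was not settled.

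**Figure D3:**
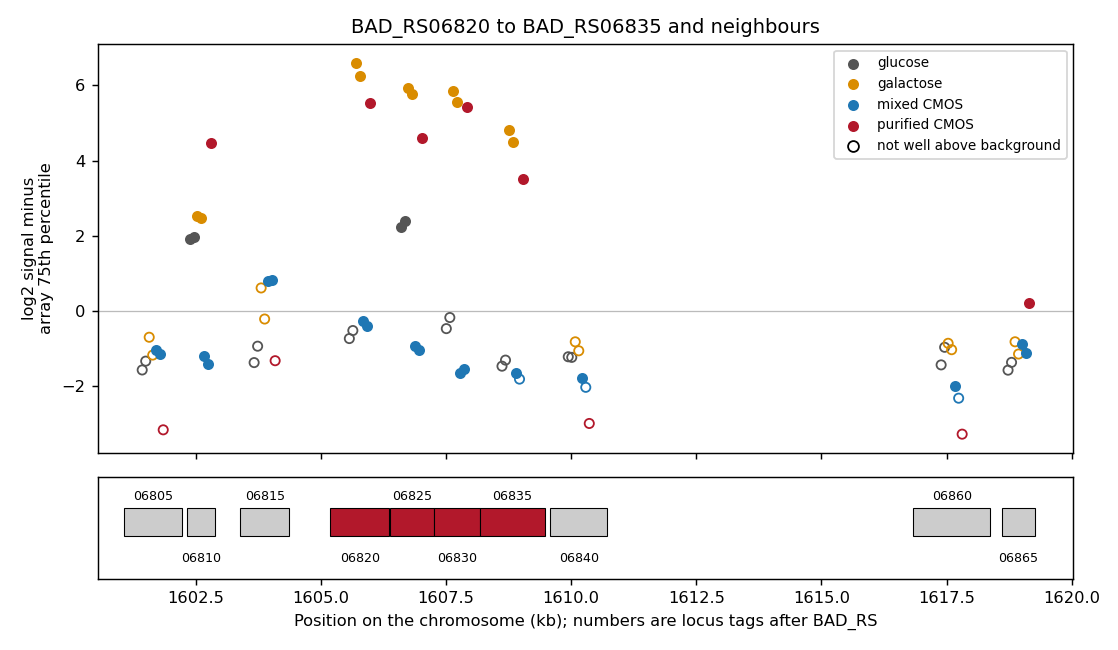
Upper panel, log2 signal minus the array's 75th percentile for 10 genes around BAD_RS06820 to BAD_RS06835, one point per array coloured by group, open where the gene was not well above background; lower panel, the genes to scale along the chromosome in kb, the 4 genes in red. Galactose and purified CMOS points of the 4 genes lie between 3.51 and 6.61, and those of mixed CMOS below 0.

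The endo-1,4-β-mannosidase gene BAD_RS05480 (1278193 to 1281201), the only gene of the array described as a mannanase, was not well above background on any array, so a change in it was not detectable at this signal. The α-mannosidase gene BAD_RS06550 (1546291 to 1549515) was detected on the mixed CMOS arrays only, at -0.83 and -0.89. It gave no resolved difference from glucose or galactose, and was at least 1.17-fold higher on mixed than on purified CMOS, a bound that stayed above 0 under 1 of the 5 scalings and did not in the authors' processed values. Of the 10 loci beside the mannanase gene, BAD_RS05460, a helix-turn-helix transcriptional regulator 4 loci before it (1273246 to 1273755), stood out in every CMOS comparison. Its level was 3.01 ± 0.06 on galactose, 4.58 ± 0.04 on mixed CMOS (SD, n = 2 each) and 7.58 on the purified CMOS array, and it was not well above background on glucose. Relative to glucose it was at least 5.27-fold higher on galactose, 15.6-fold on mixed CMOS and 125-fold on purified CMOS. With normexp correction and quantile normalisation the bounds of BAD_RS05460 were 1.59-fold, 2.42-fold and 8.4-fold in the same order. Its probe was inferred to be reverse. Purified CMOS exceeded mixed CMOS by 3.00 on the log2 scale (SE 0.233, limma adjusted p = 8.5e-11) and mixed CMOS exceeded galactose by 1.57 (SE 0.187). Both kept their direction under all 5 scalings and in the authors' processed values, where the differences were 3.78 and 2.16. The guanosine tetraphosphate synthetase gene BAD_RS05495 (1283924 to 1284652) was detected on mixed CMOS only, at least 2.31-fold above glucose and 7.13-fold above purified CMOS. BAD_RS05505, of the Bax inhibitor family, was detected on purified CMOS only, at least 7.82-fold above mixed CMOS. The methylthiotransferase gene BAD_RS05490 was at least 1.3-fold higher on mixed than on purified CMOS, a bound that sets no upper limit to the difference. This bound stayed above 0 under 2 of the 5 scalings, and the authors' processed values did not give the same result. Against glucose and galactose, mixed CMOS gave BAD_RS05490 no resolved difference. The recA gene BAD_RS05455 had no call with a resolved direction in the main fit, and the other 5 loci were tested in no comparison.

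The genes of galactose use differed between the groups in unlike ways. The probes of BAD_RS02080, BAD_RS07055 and BAD_RS07060 were inferred to be reverse, and that of BAD_RS05750 forward. The galactose-1-phosphate uridylyltransferase BAD_RS07060 (1684668 to 1685918) and the galactokinase BAD_RS07055 (1683386 to 1684636) were at least 4.77-fold and 2.41-fold higher on galactose than on glucose, and the aldose 1-epimerase BAD_RS05750 (1341840 to 1342790) at least 2.54-fold. The UDP-glucose 4-epimerase BAD_RS02080 (490866 to 491876) was not well above background on either monosaccharide. On mixed CMOS, BAD_RS07055 and BAD_RS07060 were lower than on galactose by log2 differences of -1.77 (SE 0.229) and -2.06 (SE 0.181), while BAD_RS05750 was higher by 1.03 (SE 0.183), each called under all 5 scalings. Against glucose, mixed CMOS gave BAD_RS05750 a level at least 5.17-fold higher, BAD_RS02080 at least 1.39-fold and BAD_RS07060 at least 1.14-fold; the last 2 kept a resolved call under 2 of the 5 scalings, and BAD_RS07060 was not called in the authors' processed values. BAD_RS07055 was not resolved there. On purified CMOS all 4 genes exceeded glucose, BAD_RS05750 by at least 8.48-fold, BAD_RS02080 by at least 4.26-fold, BAD_RS07055 by at least 2.26-fold and BAD_RS07060 by at least 2.20-fold. All 4 were called higher in the authors' processed values. BAD_RS07055 and BAD_RS07060 kept a resolved call under 4 of the 5 scalings. Their bounds were 1.05-fold and 1.02-fold with quantile normalisation, and neither had a bound left with normexp as well. Against galactose, purified CMOS gave BAD_RS05750 a log2 difference of 1.74 (SE 0.201) and BAD_RS02080 a level at least 2.89-fold higher (both called higher in the authors' processed values, the first by 3.10 on the log2 scale). BAD_RS07055 did not differ (-0.10, limma adjusted p = 0.80) in the scanner values but rose by 1.16 in the authors' processed values, which shifted the median of all genes by 1.29 in this comparison, and BAD_RS07060 fell by 1.12 in the former and was not called in the latter (0.31). Purified exceeded mixed CMOS by 1.62, 0.71, 1.67 and 0.94 for BAD_RS02080, BAD_RS05750, BAD_RS07055 and BAD_RS07060, all called by limma and in the authors' processed values. Each of these 4 calls held under only 3 of the 5 scalings, and none passed after normexp correction with quantile normalisation.

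**Figure D4:**
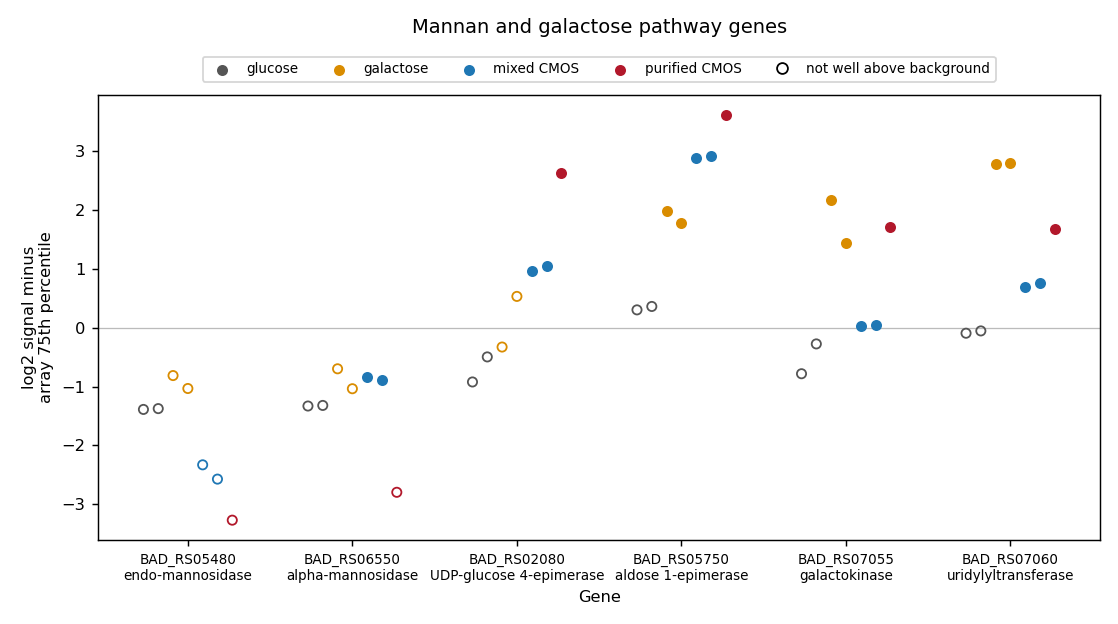
Log2 signal minus the array's 75th percentile of the 2 mannan and 4 galactose pathway genes, one point per array coloured by group, open where the gene was not well above background. The endo-mannosidase points are open on every array, and the uridylyltransferase lies near 2.79 on both galactose arrays and at 0.69 and 0.77 on mixed CMOS.

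The camera test of limma was run on 40 combinations of gene list and comparison, and 5 passed after adjustment over all 40. Ribosomal protein genes were high on mixed CMOS, relative to the other genes tested, against glucose (54 genes, median log2 difference 1.46, limma adjusted p = 3.59e-05) and against galactose (54 genes, median 1.00, adjusted p = 7.90e-07). The median was above 0 in all 5 other settings of scaling or source, from 0.24 to 1.80 and from 0.22 to 1.54. Chaperone and stress genes were high on mixed CMOS against glucose (12 genes, median 1.76, limma adjusted p = 0.00507). With genes at background put at their bound, these 3 medians were 1.26, 0.86 and 0.66. Glycoside hydrolase genes were low on mixed CMOS against glucose (22 genes, median -0.47, limma adjusted p = 0.0268) and galactose (20 genes, median -0.52, adjusted p = 0.0182). With dim genes at their bound both medians were 0, and against galactose the median was below 0 in 3 of the 5 other settings. All 5 calls held under fry, which called 37 of the 40, and none held with an estimated correlation between genes.

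The remaining lists gave no set call. Lists with fewer than 3 tested genes had no set test, which left out the mannan list in all comparisons. The galactose pathway list had medians of 2.34, 1.26 and 2.76 on galactose, mixed CMOS and purified CMOS against glucose, and 1.34, 0.33 and 1.63 with dim genes at their bound, from 3, 4 and 4 tested genes, all of them called. The bifid shunt and glycolysis list had medians of 1.45 and 2.36 on mixed and purified CMOS against glucose, with 7 and 6 of 7 genes called. The sugar transport list had a median of 0.50 but a mean of -0.27 on mixed CMOS against glucose, and 0.02 and -1.28 against galactose. On galactose against glucose, the 4 tested glycoside hydrolase genes had a median of -0.92 and a mean of 0.77. They were down in camera and up in fry. LacI regulator genes had medians of 0.10 and 1.58 on mixed and purified CMOS against glucose, from 8 and 3 tested genes, and 0 with dim genes at their bound. On purified CMOS, the ribosomal protein list had medians of 1.07 against glucose and 0.80 against galactose, and each was above 0 in 3 of 5 other settings. Over these lists, the calls adjusted over the list alone equalled those over all genes tested, except on purified CMOS against galactose, where sugar transport had 7 in place of 6 and ribosomal proteins 42 in place of 40.

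The responses to mixed and purified CMOS were compared through their shared controls. Across 1110 genes the log2 differences from glucose had an r of 0.50, against a median of 0.41 and a highest value of 0.46 in 100 simulated pairs of unchanged groups set against those controls. Against galactose r was 0.29 over 1102 genes, below the 0.41 that unchanged groups gave. The simulated pairs had 0 genes called in both, against 628 here for glucose and 591 for galactose. Their r shows what a shared control gives by itself and is no baseline for groups that differ this widely. No excess or lack of likeness is read from it. Genes are not independent replicates, and no p was drawn from these values. Of the calls with a resolved direction, 241 were shared between the CMOS groups against glucose, 155 higher in both, 59 lower in both and 27 opposite. Against galactose 152 were shared, 88 higher, 35 lower and 29 opposite.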

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

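The tests of scaling, of the purified array, of scans and of a scan acting alike on all spots below were chosen after the results were seen, as were both tests of the control probes; the tests of shared probe sequence, defective spots, probe orientation and a galactose culture were chosen before theirs.

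A difference between groups was flagged for genes that mixed and purified CMOS moved in opposite directions. Against glucose there were 27 such genes, 15 of them higher on purified CMOS, and against galactose 29, of which 14 were higher on purified CMOS. Each of them also passed limma's test of purified against mixed CMOS, which the choice of genes by opposite calls fixed beforehand and which adds no support. Scaling stays open as a cause for part of the set: 20 of the 27 genes lost at least 1 of their opposite calls under at least 1 of the 5 scalings, and 7 kept both under all 5, which argues against scaling as the cause for every gene. Against galactose 6 kept both. In the authors' processed values, with both purified cultures, 15 of the 27 and 13 of the 29 were opposite. A peculiarity of the lone purified array was argued against within those values: by sign, 19 of the 27 genes were opposite with the first purified culture alone, and with the second alone 23 were, the 19 among them. Against galactose the counts were 17 and 18 of 29, again with all of the first kept. The 2 CMOS groups shared 0 scans, so a difference between scans cannot be told apart from one between the preparations. A response to the composition of the preparations stays open and was not tested.

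The locus BAD_RS06820 to BAD_RS06835 was flagged because purified CMOS exceeded mixed CMOS by a median of 5.72 on the log2 scale. A difference between scans was excluded as the cause of the contrast of galactose with glucose, where all arrays were in 1 scan and the smallest difference among the 4 genes was 3.53. For purified against mixed CMOS, 5.72 is a difference between groups that lay in separate scans, and the scan cannot be told apart from the sugar. Cross-hybridisation through shared probe sequence was argued against by the longest stretch common to 2 of the 4 probes, 8 bases, which 54.4% of 1000 random sets of 4 probes reached. Defective spots were argued against because the lowest galactose spot of each probe lay at least 2.9 log2 units above its highest glucose spot. The shift by probe orientation did not account for it. With the mean of all reverse probes (those that read as coding on their complement) taken out, the 3 reverse probes of the locus had a median of 5.72, at percentile 99.5 of 583 other reverse probes. A galactose culture on the array labelled purified CMOS stays open: over 134 genes, purified CMOS differed from galactose with an SD of 1.76, against 0.24 between galactose replicates, but the arrays lay in different scans. A galactose culture with the scan acting alike on all spots was argued against: of the genes measured on every array of both groups, 28 were called higher and 16 lower under all 5 scalings, quantile normalisation included, which takes out such an effect. What keeps the reading open is a difference between scans that varies from gene to gene, which cannot be told apart from one between the sugars. A response of the locus to galactose and to a component of the purified oligosaccharides also stays open, untested.

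Signal in data outside the comparisons was flagged for 3 of the 25 control probes that are not spike-in, dilution or corner probes. ETG05_66023 was well above background on the glucose, galactose and purified CMOS arrays, with medians from 8.06 to 23.02. ETG07_105829 was lit on the glucose arrays only (14.91 and 14.62), and ETG10_195139 on the purified CMOS array only (10.14). Single defective spots were argued against because all 6 spots of each probe were lit. A general rise of the background was argued against by the 77 negative control spots per array, of which 0 were well above background, with a highest signal of 3.401. What these probes detected was not tested, and no biological explanation was tested.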

How the results depend on the processing

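Chosen after the data were seen were the tests with outlier spots kept, with scaling on the genes detected on all arrays, with quantile normalisation of the scanner values for purified CMOS, and with the authors' processed values in counts of the purified CMOS comparisons, in list tests and without a purified replicate.

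Counts of called genes stayed within 1.5 times the main count under each other setting run except those named here. Without the filter on dim probes, 759 genes were called for galactose against glucose (167 in the main fit of limma), 1299 and 1340 for mixed CMOS against glucose and galactose (727 and 713), and 1436 and 1419 for purified CMOS (495 and 408). The share of higher calls then was 78.7%, 37.4%, 29.4%, 27.7% and 23.6%, against 60.5%, 66.6%, 54.1%, 78.6% and 79.4% in the main fit, so the majority changed sides in all 4 comparisons of a CMOS group with a monosaccharide. For purified against mixed CMOS it was 27.1%, against 35.2%. With the stricter filter given next, the shares were 79.1%, 52.9%, 57%, 54.3% and 54.1% in the same order. For purified against mixed CMOS that filter gave 66.1%, so the majority changed sides. With the stricter filter, which leaves fewer genes to test, 67, 119, 114, 92, 109 and 383 were called in the order galactose against glucose, mixed CMOS against glucose and galactose, and purified CMOS against glucose, galactose and mixed CMOS. The last had 884 calls in the main fit, and 419 with normexp and quantile normalisation, 425 with quantile normalisation and 546 with quantile normalisation of the authors' processed values; the cause was not tested. Leaving out 1 array gave 159 to 180, 572 to 674, 485 to 739, 473 to 484, 419 to 436 and 784 to 798 calls in the same order, all in the scanner values. In the authors' processed values, with 553, 533 and 805 calls for purified CMOS against glucose, galactose and mixed CMOS, leaving out 1 purified culture gave 517 and 523, 501 and 514, and 739 and 730. Low signal over background left 11, 358, 480, 148, 145 and 199 calls of the main fit, in the same order, with no resolved direction.

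The replicate numbers did not pair the cultures: deviations of same-numbered cultures had an r of -0.125 to 0.082 in the scanner values. With the replicate block, 164, 724, 712, 479, 382 and 873 genes were called, and all 103 values of named genes kept direction and side of the threshold.

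Of the list tests, 5 passed in the main fit. The same lists and comparisons gave 37 with fry, 0 with an estimated correlation between genes, 2 with normexp and quantile normalisation (1 of them among the 5) and 8 with the replicate block, which held all 5. The authors' processed values gave 4 and scaling on the genes detected on all arrays 6; the cause was not tested.

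For the 53 named genes, 669 of 721 alternative values kept direction and side of the threshold, 24 lost a call, 13 gained one and 15 reversed. These values cover normexp with quantile normalisation, the authors' processed values, the replicate block and arrays left out, and their reversals were as follows. For mixed CMOS against glucose, BAD_RS05490 was -0.314 in the main fit and 0.096 in the authors' processed values, without a call in either. For mixed CMOS against galactose, BAD_RS05455 (-0.23) became 0.015 with normexp and 0.353 in the authors' processed values, and ranged from -0.556 to 0.095 with 1 array left out. There BAD_RS06550 (0.01) ranged from -0.16 to 0.18 and BAD_RS05490 (0.087) from -0.013 to 0.186. For purified CMOS against galactose, BAD_RS07055 (-0.095) was 1.156 in the authors' processed values, and 0.275 with galactose replicate 1 left out. It ranged from -0.465 to 1.28 over all such fits, with 1.032 among them. BAD_RS07060 (-1.118) was 0.314 in the authors' processed values and 0.334 or 0.294 there without 1 of the purified cultures, and BAD_RS05455 (0.317) ranged from -0.008 to 1.72, with 0.643 without galactose replicate 1. Signs under the other scalings were not counted gene by gene; under 1 of 5 other settings BAD_RS06550, on mixed CMOS against glucose, was -0.64 (0.47 in the main fit). Part of these flips follows from a shift of all genes: the authors' processed values moved the median of all genes by 0.34, 0.49 and 1.29 for mixed CMOS against glucose and galactose and purified CMOS against galactose, and normexp with quantile normalisation moved it by 0.62 for mixed CMOS against galactose. The flips under these settings are small against, or of the size of, such shifts, and do not show that the sources disagree about single genes. The cause of the flips with 1 array left out was not tested.

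A brightest-probe choice was not run because each gene has 1 probe. A scan block could not be fitted for comparisons with a CMOS group, and a scanner fit without the only purified CMOS array could not be made.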

Other observations

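Chosen after the results were seen were the tests of detector voltage, labelling, RNA amount and scans for detection, of the labelled strand, of chance for neighbouring genes, of the scattered genes and of averaging in the authors' table; the other tests below were chosen before. The set of genes to draw from in the test of scattered genes was changed from all genes to the tested genes after its first result was seen.

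More genes were well above background on the CMOS arrays than on the glucose and galactose arrays. A higher detector voltage was argued against, since the highest on a CMOS array was 433.78 V against 473.784 V on the others. A lower detection limit was argued against: at 1 threshold of 5.03 for all arrays the CMOS arrays had 1326, 1063 and 604 genes above it, and the others 145 to 177. Failed hybridisation or washing, or failed labelling of the added RNA, was argued against by the spike-in probe. Its lowest signal on a glucose or galactose array was 15985.4 and its highest on a CMOS array was 7195.5. The spike-in was added from outside, so it cannot show whether the bacterial RNA itself was labelled. Less labelled bacterial RNA relative to the spike-in remains a candidate explanation, since the ratio of spike-in to the 75th percentile of gene spots was at least 5149.6 on the glucose and galactose arrays and at most 337.9 on the CMOS arrays. A difference between scans cannot be told apart from one between groups, since 0 scans held both kinds of array. Transcription of more genes on CMOS also stays open, untested.

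Between purified and mixed CMOS, reverse probes, which read as coding on their complement, stood higher than forward probes, which read as coding themselves, by 0.53 on the log2 scale over the probes with an inferred orientation (-0.15 against -0.68). Chance along the genome was argued against, since a share of 0.0006 of the 1658 circular shifts, the smallest they can give, had a gap as large (0.0018 adjusted over 6 comparisons). Within 5 bins of level the gap was 0.68 on average, and it rose from -0.07 in the dimmest bin to 1.41 in the brightest, which argues against gene level. With GC content in the regression it was 0.53, and the gap of medians was 0.42, which argues against probe GC content and against a few very different genes. The leading or lagging strand of replication would reverse the gap between the arms of the chromosome on either side of the origin, and the smaller gap was 0.42, of the same sign as the other. The second purified culture had a gap of 0.53 in the authors' table, which argues against the lone purified array as the cause. The gap had the opposite sign for mixed CMOS against glucose (-0.42) and galactose (-0.29). A different mix of labelled strands between arrays cannot be told apart from a difference between genes of the 2 strands of the chromosome, because each gene has 1 probe, and the inferred orientation is that of the gene if the probes were all written along 1 strand. A difference in transcription between genes of the 2 strands on the 2 preparations stays open, untested.

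Neighbouring genes differed alike between groups. For purified CMOS against glucose the correlation of neighbours was 0.304, and no draw of 10000 with permuted gene order gave one as large (share 0.0001, also after adjustment over 6 comparisons), which argues against chance; genes are not independent replicates. In the other comparisons with a CMOS group it was 0.214 to 0.29 (0.0001 each). For galactose against glucose, the comparison within 1 scan, it was 0.072 (share 0.0019), with 0.084 for neighbours of the same orientation and -0.061 for those of opposite orientation. Spots printed near one another were argued against by a mean smallest distance of 7.2 spots between neighbours and 7.23 between random genes. With probe orientation and GC content taken out the correlation for purified CMOS against glucose was 0.301. Shared transcription of neighbouring genes on one strand is consistent with the higher correlation of neighbours of the same inferred orientation (0.364, against 0.165 for opposite orientation; one-sided permutation p = 0.0022), a test run for purified CMOS against glucose alone.

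The genes bright on glucose and dim on galactose lay scattered along the chromosome. Among 41 such genes there was 1 neighbouring pair, against 2.32 in random sets of the 203 tested genes (one-sided permutation p = 0.9057). Among the 39 genes bright on galactose and dim on glucose there were 4 pairs, against 2.07 (p = 0.1511, permutation). Drawn from all genes, as first run, the random sets had 1.0 and 0.89 pairs (permutation p = 0.6432 and 0.0102), so whether the second set is clustered depends on the genes drawn from. RNA or labelled product unrelated to operons cannot be told apart from regulation of single genes, since too few pairs were expected. A response of single genes to glucose stays open, untested.

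In the authors' table, genes with few lit spots stood high. Averaging of only the spots well above background rebuilt that table with a residual SD of at most 0.001 on the log2 scale, and averaging of all spots with 0.0733 to 0.618. The largest lift over the mean of all spots was 11.36, for a gene with 1 lit spot, BAD_RS03775 on glucose array 2, and 0 to 88 genes per array were lifted by over 1. No biological explanation was tested.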
